A study of Escherichia coli with 9 samples.

How the data were processed

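RNA was sequenced from 9 cultures of Escherichia coli Nissle strain PBP8, whose chromosomal curli genes csgBACDEFG had been replaced by a chloramphenicol resistance gene, per the labels' genotypes. Per the labels' protocols, cultures were grown in triplicate in LB with kanamycin at 50 µg/mL, at 37 °C, for 5.5 h. Inducer (IPTG) at 10 µM or none was present from the start. Ribosomal RNA was depleted before the libraries were made, per the labels' protocols. The deposited values are raw counts per annotated feature, 1 library per file, with no normalization, per the file headers and the values, which are whole numbers. The aligner, the counting program, their settings and the use of strand are not stated in the headers or labels. Antisense and overlapping features therefore may share reads in these counts.

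The files list 4870 features. Of these, 4837 lie on the Nissle chromosome, 25 on its small plasmids and 7 on the construct pSecGFP1h, and 1 joins 2 stretches of the chromosome. Every library, No-Sec libraries included, was counted on pSecGFP1h, although per the labels the No-Sec cells carried pSecGFP-N22. The files name 5 of the construct features and leave 2 without a name.

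The files give locus tags and no gene names for the chromosome. The only reference table at hand was that of E. coli K-12 MG1655 (assembly ASM584v2), and 0 of the files' identifiers occurred in it. Names were therefore carried over by position: a run of at least 3 neighbouring features received the names of K-12 genes whose lengths were equal and whose spacing differed by at most 10 bases. This gave 3229 chromosomal features (66.8%) a name. The same procedure gave 0 names in each of 20 shuffled tables, and on a simulated genome all names it gave were right (100%). That genome was made from the K-12 table, with genes lost or lengthened and blocks inverted. It held no foreign genes and kept the K-12 spacing of retained neighbours. The 100% is therefore no measure of accuracy in Nissle, and the matching used neither strand nor sequence. Runs of at least 2 features, used as an alternative only, gave 3406 names, and up to 40 in a shuffled table. Names below are K-12 positional counterparts from runs of at least 3 features, not names from the files. No K-12 coordinates are given, and coordinates are those of the Nissle sequence in the files, counted from 1.

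Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr by group, a quasi-likelihood fit of all 9 libraries with 1 term per group, and Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. Levels are CPM on TMM-scaled library sizes, and log2 CPM for correlations and principal components used a prior count of 2. The comparisons were secreting against uninduced, secreting against No-Sec, and No-Sec against uninduced. In the last comparison the plasmid and the inducer both differ.

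Before the data were examined, 12 gene lists were fixed: Cpx, SigmaE, Psp, Rcs, Bae, Sigma32, Sec, Ribosomal proteins, RpoS, SOS, Motility and Fur. They were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 36 tests. The genes degP, htpX and spy each belong to 2 of the lists. For Rcs, 71.4% of the members were measured and for SOS 78.9%; each other list had at least 80% of its members.

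The rule for named genes was also fixed beforehand. Per comparison it takes the 4 named genes with the largest rise and the 4 with the largest fall among called genes that had at least 10 counts in each library of the higher group and no overlap between groups. It adds up to 3 members with the lowest adjusted p of each list past the threshold, the csg and lac genes, and cpxP, spy, degP, rpoE, rseA and pspA. Up to 2 identifiers per direction were added from features with no positional name. Other features named in the text were chosen after their values were seen.

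The edgeR procedure was tested on simulated counts for 4833 genes of which 215 were changed. It recovered 72.6% of these with 5 false among 161 calls in the first simulated comparison, 72.1% with 4 false among 159 in the second, and made 0 calls in a comparison with no change. A DESeq2 1.42.0 Wald test on the same counts recovered 82.8% with 23 false among 201 calls. A simulated list of 15 genes, shifted to a median of 1.00, was found by camera.

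Depth lay between 39796193 and 44303468 counts per library. A count of 0 was taken to allow up to 3 counts, which is at most 0.0831 CPM in these libraries. Intervals are Wilson intervals at 95%. Intervals and floors cover counting error only, since PCR reads without molecular identifiers are not independent molecules.

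The alternatives were DESeq2's size factors in edgeR, upper-quartile scaling, no filter on low counts, a mean of at least 50 counts, DESeq2, a fit of only the 2 groups compared, the replicate number as a block, removal of 69 rRNA and tRNA features, library sizes without the 10 most abundant genes, each library left out in turn, an adjusted p under 0.01, and a test against a fold change of 1.5 (glmTreat). The rRNA and tRNA features removed were those with a positional K-12 counterpart of that type, so others may have stayed. For gene lists, camera with an estimated correlation and fry were also run, and for levels, plain library totals. A surrogate variable (sva 3.50.0) and names from runs of at least 2 features were added after the data had been seen. Single levels were compared with exact two-sided permutation tests. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 served for names and figures. No sequence reads were analysed here.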

Results

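Transcript counts were collected from 9 libraries in 3 groups of 3 replicate cultures. Cells of the uninduced group (All-Tags 0 µM IPTG) carried pSecGFP1h, a plasmid for inducible expression and secretion of green fluorescent protein (GFP), without inducer. Cells of the secreting group (All-Tags 10 µM IPTG) carried the same plasmid with inducer. Cells of the No-Sec group (No-Sec 10 µM IPTG) carried pSecGFP-N22 with inducer, which keeps GFP in the cytosol. Library totals ran from 39796193 to 44303468 counts, and TMM scaling factors from 0.908 to 1.07. After filtering, 4837 features were tested with 6 residual degrees of freedom. The Pearson correlation of log2 CPM across genes, which are not independent replicates, was 0.956 to 0.996 over 9 pairs of libraries of the same group and 0.914 to 0.992 over 27 pairs from different groups. No-Sec replicate 3 correlated at 0.992 with both uninduced replicate 2 and uninduced replicate 3. With No-Sec replicates 1 and 2 of its own group it stood at 0.969 and 0.956. The first and second principal components held 56.3% and 20.04% of the variance. The second component was at -19.6 and -19.5 in uninduced replicates 2 and 3 and at -23.7 in No-Sec replicate 3. In each other library it was positive. The chromosomal feature with the largest share of counts was CIW80_RS06890 (1390319 to 1390681, plus strand), with 20.2% ± 2.03 (SD, n = 3) in uninduced, 15.3% ± 1.40 (SD, n = 3) in secreting and 14.2% ± 1.96 (SD, n = 3) in No-Sec libraries. Features whose positional K-12 counterpart is a ribosomal or transfer RNA gene held 0.373% to 1.28% of the counts of a library. Such features without a counterpart are not in this share, so it is a lower limit.

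The levels of the construct and of the lac genes were compared first, since they show whether the libraries carry the inducer response. The unnamed construct reading frame KBFCEHEJ_00002 lies between lacI and csgE (1481 to 2347, plus strand of pSecGFP1h). Its level was 19135 ± 2182 CPM (SD, n = 3) in uninduced, 162335 ± 32466 CPM (SD, n = 3) in secreting and 75661 ± 60978 CPM (SD, n = 3) in No-Sec libraries. It took 2.00% ± 0.217 (SD, n = 3), 16.3% ± 2.22 (SD, n = 3) and 7.24% ± 6.03 (SD, n = 3) of all counts in the same order. The No-Sec libraries differed: replicate 1 gave 5.46% (Wilson 95% interval 5.46 to 5.47), replicate 2 gave 2.30% (2.29 to 2.30) and replicate 3 gave 13.95% (13.94 to 13.96). The log2 fold change of the reading frame in edgeR was 3.08 (SE 0.60, adjusted p 0.00675) in secreting against uninduced libraries. In secreting against No-Sec libraries it was 1.10 (SE 0.56, edgeR adjusted p 0.172), and 1.95 (edgeR adjusted p 0.00813) without No-Sec replicate 3. Over the 19 alternatives the adjusted p of this comparison ran from 0.00813 to 0.354 in edgeR or DESeq2. For No-Sec against uninduced libraries it was 1.98 (SE 0.58, edgeR adjusted p 0.877), and 1.14 without No-Sec replicate 3. DESeq2 moved this call most, with an adjusted p of 0.0132 at the same fold change, within a range of 0.0132 to 0.999 over the alternatives. Exact two-sided permutation tests of the reading frame's CPM gave p 0.1 for secreting against uninduced, 0.2 for secreting against No-Sec and 0.1 for No-Sec against uninduced libraries, where 0.1 is the smallest p that 3 against 3 can give.

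**Figure D1:**
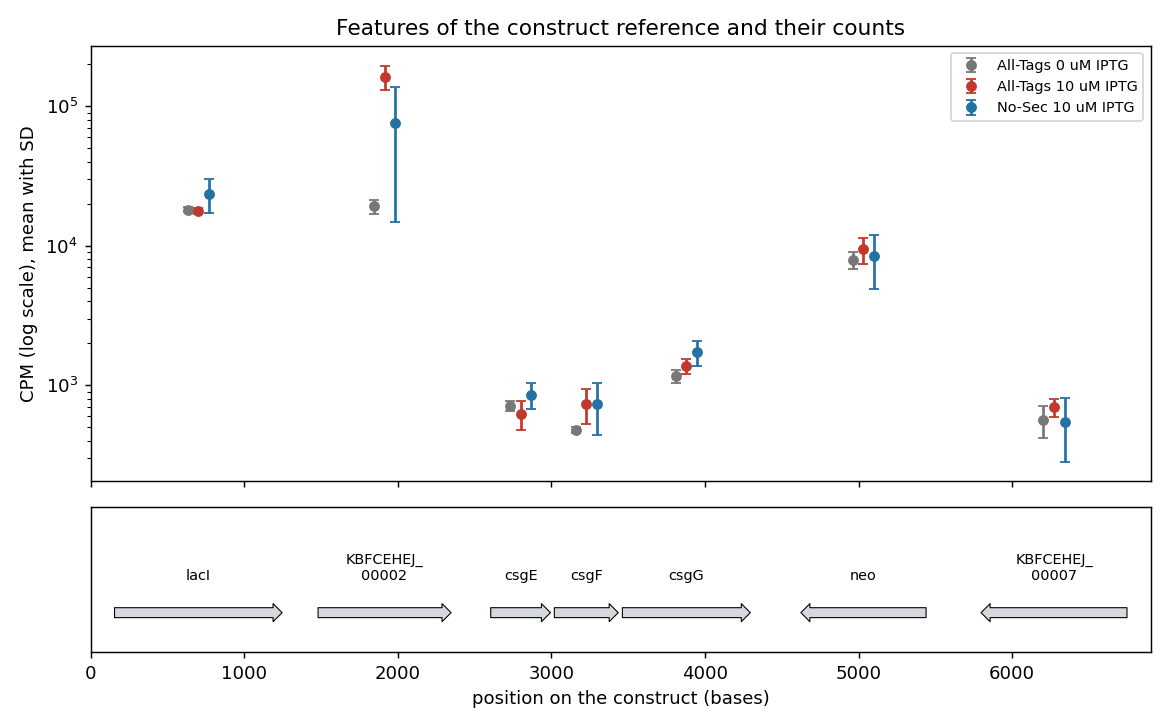
Mean CPM with SD (log scale, n = 3 per group) of the 7 construct features, above their positions on pSecGFP1h in bases. The reading frame KBFCEHEJ_00002 stood at 162335 CPM in secreting and 19135 CPM in uninduced libraries, and was called in that comparison alone among the construct features in edgeR.

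The remaining construct features lacI, csgE, csgF, csgG, neo and KBFCEHEJ_00007 were called in no comparison, with edgeR adjusted p from 0.171 to 0.995. Without No-Sec replicate 3, KBFCEHEJ_00007 passed the threshold in secreting against No-Sec libraries, with a log2 fold change of 0.80 (edgeR adjusted p 0.0391, range over the alternatives 0.0391 to 0.845) in place of 0.34. The fold change of csgF in that comparison was -0.00, and that of lacI in secreting against uninduced libraries -0.04; their signs changed under upper-quartile scaling. On the chromosome, the csg positions are deleted in this host per the labels, and csgB had 0 counts in each library. Counts of csgD ran from 0 to 4 and of csgC from 10 to 45. Chromosomal csgE, csgF and csgG had between 122 and 2027 counts, a small share of the counts on their plasmid copies, with which they may share reads. The feature at the csgA position, CIW80_RS23575 (4694089 to 4694547, plus strand), had 12 to 30 counts in uninduced, 228 to 427 in secreting and 0 to 2 in No-Sec libraries. All No-Sec libraries were at or under the floor of 3 counts there. The secreting mean was at least 105.8-fold higher than that floor, and the uninduced mean at least 6.00-fold higher. The floor is an upper limit for a count of 0, so these folds are not confidence bounds for the libraries with 2 counts.

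The lacZ gene (3934363 to 3937437, minus strand) stood at 2035 ± 85.2 CPM (SD, n = 3) in uninduced, 13046 ± 661 CPM (SD, n = 3) in secreting and 24196 ± 8629 CPM (SD, n = 3) in No-Sec libraries. Its exact two-sided permutation p was 0.1 in each of the 3 comparisons, the smallest possible. The level of lacY (3933058 to 3934311, minus strand) was 555, 1349 and 6822 CPM in the same order, and that of lacA (3932381 to 3932992, minus strand) 270.1, 861 and 3360.1 CPM. In secreting against uninduced libraries, edgeR gave log2 fold changes of 2.68 for lacZ (adjusted p 0.000702), 1.28 for lacY (adjusted p 0.0104) and 1.67 for lacA (adjusted p 0.00244). In secreting against No-Sec libraries, lacY was at -2.34 (edgeR adjusted p 0.000793) and lacA at -1.96 (edgeR adjusted p 0.00109). There lacZ was at -0.89 (edgeR adjusted p 0.0564) and missed the threshold, as it did in 17 of the 19 alternatives. Its adjusted p over these ran from 0.00276, without No-Sec replicate 3 and at a fold change of -1.16, to 0.160 in edgeR. Chromosomal lacI (3937560 to 3938642, minus strand) was called in no comparison, with edgeR adjusted p from 0.237 to 0.877. Its mean level was 177, 198 and 244 CPM in uninduced, secreting and No-Sec libraries. Plasmid lacI stood at 18163, 17685 and 23547 CPM in the same order. The chromosomal feature may share reads with the plasmid copy, so its level may not be that of the chromosomal gene.

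Secreting and uninduced libraries share the plasmid, so this comparison addresses the response to expression and secretion together. In edgeR, 1041 genes were called, of which 507 were higher and 534 lower in secreting libraries. An absolute log2 fold change of at least 1 was reached by 552 of them. At an unadjusted p under 0.05 there were 1734 genes. The values of the 2 groups did not overlap in 45.6% of the genes, where chance gives 10%. The test against a fold change of 1.5 moved the number of calls most, to 350. Without uninduced replicate 3 it was 614, without uninduced replicate 2 it was 639, and without secreting replicate 3 it was 653.

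The genes with the largest rise were pspA (4986807 to 4987475), pspB (4987529 to 4987753), pspC (4987753 to 4988112) and pspD (4988121 to 4988342), all on the plus strand. The level of pspA was 5635 ± 1213 CPM (SD, n = 3) in secreting and 97.9 ± 33.4 CPM (SD, n = 3) in uninduced libraries, a log2 fold change of 5.85 (SE 0.34, edgeR adjusted p 1.88e-05). The fold changes of pspB, pspC and pspD were 5.80, 5.65 and 5.59, each with an edgeR adjusted p of 6.59e-06. The features pspB and pspC overlap by position on the same strand. Among called genes with a positional name and no overlap between groups, those with the largest fall were ssnA (1639526 to 1640854, plus strand), ygfK (1636425 to 1639523, plus strand), malE (3041648 to 3042838, minus strand) and ygfM (1640905 to 1641684, plus strand). The level of ssnA was 30.6 ± 12.1 CPM (SD, n = 3) in secreting and 353 ± 163 CPM (SD, n = 3) in uninduced libraries, a log2 fold change of -3.53 (SE 0.45, edgeR adjusted p 0.000849). The fold changes of ygfK, malE and ygfM were -3.53, -3.36 and -3.27. The call of malE (edgeR adjusted p 0.0142) was lost without secreting replicate 1 at -3.08 and without secreting replicate 3 at -3.22, where the adjusted p was 0.0634 and 0.0620, within a range of 0.000564 to 0.0634 over the alternatives. Among features with no positional name, CIW80_RS15225 (3055843 to 3056085, plus strand) rose by 5.42 and CIW80_RS26175 (128045 to 128150, plus strand) by 4.68 on the log2 scale. CIW80_RS08025 (1626808 to 1627995, plus strand) fell by 3.78 and CIW80_RS24180 (4796756 to 4797838, minus strand) fell by 3.40 on the log2 scale. CIW80_RS26175 shares a base with the feature before it on the same strand.

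**Figure D2:**
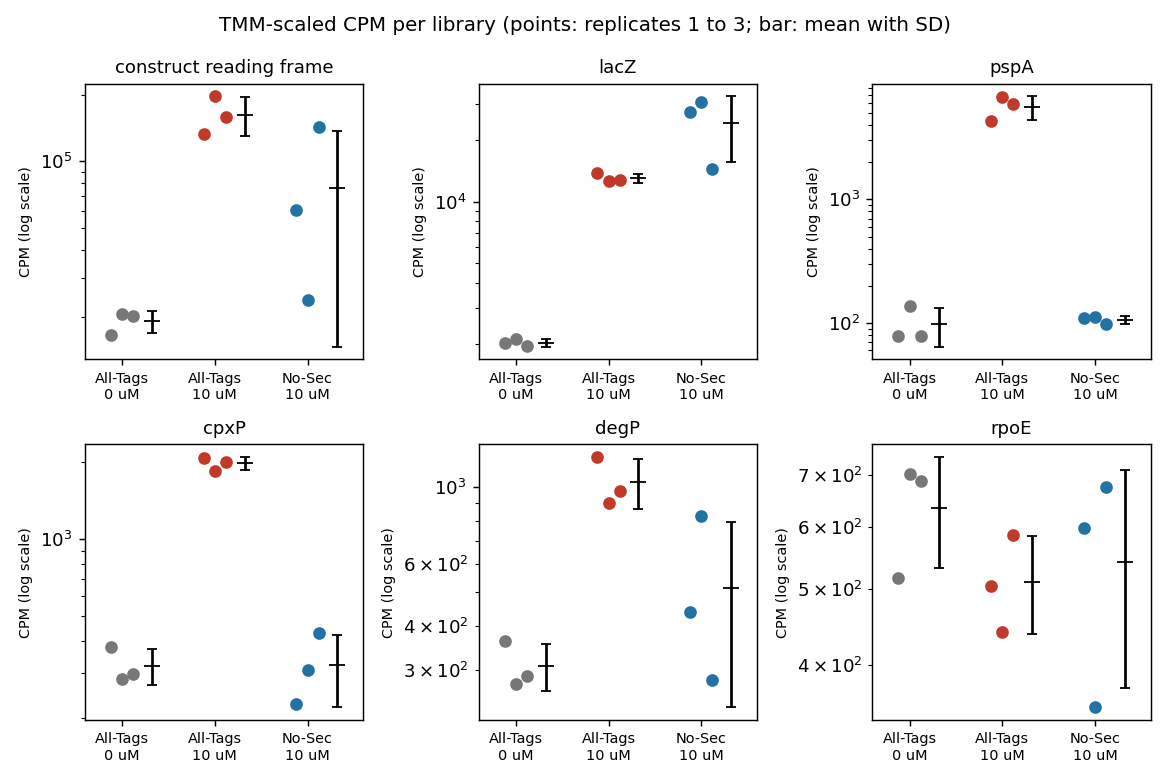
CPM per library (log scale) of the construct reading frame, lacZ, pspA, cpxP, degP and rpoE, with points for replicates 1 to 3 and bars for the mean with SD. The secreting libraries averaged 5635 CPM for pspA, against 97.9 CPM in uninduced libraries.

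Secreting and No-Sec libraries share the inducer, so this comparison addresses export of GFP against its retention in the cytosol, with different plasmids. In edgeR, 1308 genes were called, of which 622 were higher and 686 lower in secreting libraries, and 706 reached an absolute log2 fold change of at least 1. At an unadjusted p under 0.05 there were 1988 genes. The groups did not overlap in 37.8% of the genes, where chance gives 10%. The number of calls was 440 in the test against a fold change of 1.5, which moved it most, and 852 in a fit of only the 2 groups. It was 748 without secreting replicate 3, 775 without secreting replicate 1, 780 without No-Sec replicate 1 and 843 without No-Sec replicate 2.

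For genes with a positional name, the largest rises were again those of pspA at 5.73, pspB at 5.71, pspC at 5.58 and pspD at 5.47, with edgeR adjusted p of 2.15e-05 for pspA and 7.28e-06 for the others. The No-Sec level of pspA was 106 ± 7.45 CPM (SD, n = 3). Among called genes with a positional name and no overlap between groups, the largest falls were those of malE at -4.07, allC (4097484 to 4098719, minus strand) at -3.56, ompF (4487272 to 4488360, minus strand) at -3.16 and carB (3528049 to 3531270, plus strand) at -2.97. The level of ompF was 80.5 ± 26.7 CPM (SD, n = 3) in secreting and 722 ± 158 CPM (SD, n = 3) in No-Sec libraries (SE 0.30, edgeR adjusted p 0.000209). Without No-Sec replicate 2 the fold change of malE was -2.68. The call of allC (edgeR adjusted p 0.0192) was lost without secreting replicate 1 (-3.53), secreting replicate 3 (-3.39), No-Sec replicate 1 (-3.15) or No-Sec replicate 2 (-3.24), with adjusted p up to 0.0733 over the alternatives. Other called genes had falls larger than that of carB but overlapped between groups: gadC at -4.40, gadB at -3.97, gadA at -3.90, allE at -3.60, allD at -3.42, hdeB at -3.41 and hdeA at -3.24. Their calls were lost without each of the same 4 libraries as that of allC, with fold changes from -2.74 to -4.13 in these fits and edgeR adjusted p up to 0.118 over the alternatives. Among features with no positional name, CIW80_RS23575 at the csgA position was at 7.85 and CIW80_RS15225 at 5.91. The first of these values is no bound, since the No-Sec libraries were at the floor. CIW80_RS03440 (663208 to 664077, minus strand) was at -4.07 and CIW80_RS12040 (2392296 to 2392862, plus strand) at -3.96. The call of CIW80_RS12040 (edgeR adjusted p 0.0211) was lost without the same libraries as that of allC, at -3.48, -3.69, -3.54 and -3.69, with adjusted p up to 0.0794 over the alternatives.

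The log2 fold changes of both comparisons of the secreting libraries correlated across genes with a Pearson r of 0.903. Because these comparisons share libraries, unchanged groups simulated 20 times gave a mean r of 0.501, from 0.444 to 0.552. Called in both were 866 genes, 416 higher and 447 lower in both and 3 in opposite directions. The simulations of unchanged groups called a mean of 0.2 genes against uninduced and 0 against No-Sec libraries, so their 0 genes called in both set no level for the overlap expected by chance between sets of this size. The 3 with opposite directions, lacY, lacA and codA, were picked out after their values were seen, and each was higher than in uninduced and lower than in No-Sec libraries. A further 175 genes were called only against uninduced and 442 only against No-Sec libraries, which is no test of a difference. The number called in both was 540 without secreting replicate 3, 568 without secreting replicate 1 and 569 without uninduced replicate 3.

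**Figure D3:**
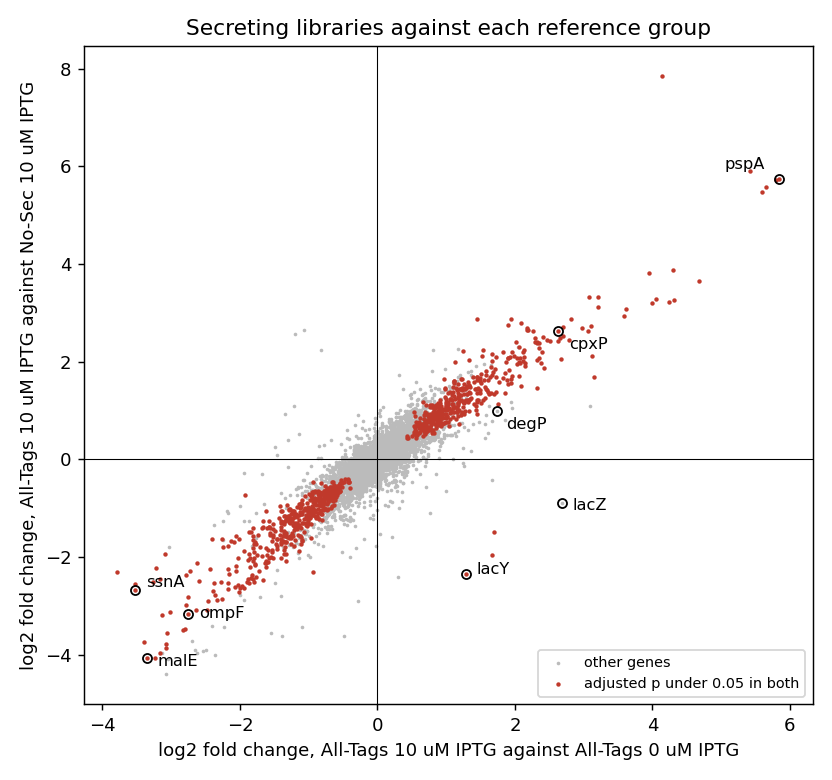
Each point is a gene, with its log2 fold change in secreting against uninduced libraries on the horizontal axis and in secreting against No-Sec libraries on the vertical axis. The 866 genes called in both comparisons are in red, and r across genes was 0.903.

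No-Sec against uninduced libraries addresses cytosolic expression, with plasmid and inducer changed together. In edgeR, 5 genes were called, 4 higher and 1 lower in No-Sec libraries, and 172 genes had an unadjusted p under 0.05. The groups did not overlap in 6.68% of the genes, where chance gives 10%. By correlation, No-Sec replicate 3 was closer to uninduced replicates 2 and 3 than to its own group. Few calls here therefore do not show that the response was small. DESeq2 called 15 genes, a fit of only the 2 groups called 3, and edgeR without No-Sec replicate 3 called 19, the largest move. Higher were lacA at 3.64 (SE 0.28, edgeR adjusted p 0.000562), lacY at 3.62 (SE 0.30, edgeR adjusted p 0.000744), lacZ at 3.57 (SE 0.34, edgeR adjusted p 0.00155) and codA at 3.17 (SE 0.16, edgeR adjusted p 2.21e-05). In the fit of only the 2 groups, lacZ missed the threshold (3.57, edgeR adjusted p 0.0557, the highest of the alternatives, where the lowest was 5.35e-36). The codA gene (3930977 to 3932260, plus strand) is convergent with lacA at a distance of 120.0 bases. Its level was 453.956 ± 34.1 CPM (SD, n = 3) in No-Sec and 50.4 ± 2.82 CPM (SD, n = 3) in uninduced libraries. Lower was znuC (417481 to 418236, plus strand) at -1.20 (SE 0.16, edgeR adjusted p 0.0320). Its call was lost in 10 of the 19 alternatives, with adjusted p up to 0.286; among these were the fits without any 1 library other than No-Sec replicate 3, at fold changes from -1.28 to -1.08.

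The envelope stress genes named beforehand were compared next. The level of cpxP (2888011 to 2888511, plus strand) was 320.3 ± 51.9 CPM (SD, n = 3) in uninduced, 1977 ± 120 CPM (SD, n = 3) in secreting and 321 ± 101 CPM (SD, n = 3) in No-Sec libraries. Its log2 fold change was 2.63 against uninduced (SE 0.26, edgeR adjusted p 0.000296) and 2.62 against No-Sec libraries (SE 0.26, edgeR adjusted p 0.000264). For No-Sec against uninduced libraries it was 0.01 (edgeR adjusted p 0.999), with a sign that changed with the setting. The gene spy (302132 to 302617, minus strand) was at 1.86 and 1.36, with edgeR adjusted p of 0.00123 and 0.00447, and at 0.49 in No-Sec against uninduced libraries (edgeR adjusted p 0.877). The gene degP (3683091 to 3684515, plus strand) was at 1.73 against uninduced (edgeR adjusted p 0.00864) and at 1.00 against No-Sec libraries (edgeR adjusted p 0.0622). Against No-Sec libraries it missed the threshold in 16 of the 19 alternatives, with adjusted p from 0.00695 to 0.178. It passed without No-Sec replicate 2 (1.51), with upper-quartile scaling (1.08) and in DESeq2 (0.99). Between No-Sec and uninduced libraries degP was at 0.74 (edgeR adjusted p 0.877), and at 0.22 without No-Sec replicate 2. The genes rpoE (1344532 to 1345107, minus strand) and rseA (1343849 to 1344499, minus strand) were called in none of the comparisons. Against uninduced libraries rpoE was at -0.31 (edgeR adjusted p 0.419) and rseA at -0.24 (edgeR adjusted p 0.454). Against No-Sec libraries they were at -0.09 and -0.24, with edgeR adjusted p of 0.826 and 0.424; without No-Sec replicate 3, rpoE was at 0.10. In No-Sec against uninduced libraries rpoE was at -0.23 and rseA at -0.00, and pspA at 0.11 (edgeR adjusted p 0.946).

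Of the 12 gene lists, camera (limma) put 5 past the threshold in secreting against uninduced, 4 in secreting against No-Sec and 1 in No-Sec against uninduced libraries. An estimated correlation gave 2, 1 and 0, the largest change of the counts in both comparisons of the secreting libraries. The count in No-Sec against uninduced libraries was 0 under fry as well and up to 3 in fits without 1 library. With an estimated correlation, Cpx and Psp held against uninduced and Psp alone against No-Sec libraries. Under fry, Cpx, Psp and Sigma32 held in both comparisons of the secreting libraries and Fur held against uninduced libraries, while Motility and RpoS did not hold and Bae, not past the threshold in camera, passed in both comparisons of the secreting libraries (adjusted p 0.00262 and 0.00355, within 0.00262 to 0.685 and 0.00355 to 0.685 over the alternatives).

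In secreting against uninduced libraries, the median log2 fold change of the Psp list was 5.62 (camera adjusted p 3.12e-20 in limma), with 5 of 6 measured members called higher and 1, pspF, called lower. Counts adjusted over the list alone were the same, 5 and 1. The Cpx median was 1.05 (camera adjusted p 3.60e-09), with 9 of 15 members called higher over all genes and 13 adjusted over the list alone. Beside cpxP, its members with the lowest adjusted p were yebE (403867 to 404526, minus strand) at 2.15 and htpX (386514 to 387395, minus strand) at 1.46. The Sigma32 median was 0.55 (camera adjusted p 0.000921), with 4 of 17 members called higher over all genes and 8 adjusted over the list alone. Its members ibpA (2628230 to 2628643, minus strand) and ibpB (2627690 to 2628118, minus strand) were at 1.68 and 1.94. The Motility median was -0.44 (camera adjusted p 0.00532), with 5 of 42 members called lower over all genes and 5 adjusted over the list alone. Without secreting replicate 1 it was -0.35 and missed the threshold (camera adjusted p 0.0573, range over the alternatives 0.000501 to 0.685). The members cheW (489281 to 489784, minus strand), cheZ (484213 to 484857, minus strand) and cheA (489805 to 491769, minus strand) were at -1.60, -1.24 and -1.16. The calls of cheZ and cheA were lost without uninduced replicate 2 (-1.10 and -0.99), uninduced replicate 3 (-1.17 and -1.06), secreting replicate 1 (-1.09 and -1.16) or secreting replicate 3 (-1.09 and -1.05). The Fur median was -0.27 (camera adjusted p 0.0177), with 8 of 32 members called lower over all genes and 8 adjusted over the list alone. Without uninduced replicate 1 it was -0.29 and missed the threshold (camera adjusted p 0.0559, range over the alternatives 0.00267 to 0.685). Its members fecA (3336977 to 3339301, minus strand), fecR (3339388 to 3340341, minus strand) and fepB (4150537 to 4151493, minus strand) were at -1.03, -1.05 and -0.91. The fepB gene is convergent with entS at a distance of 3 bases.

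**Figure D4:**
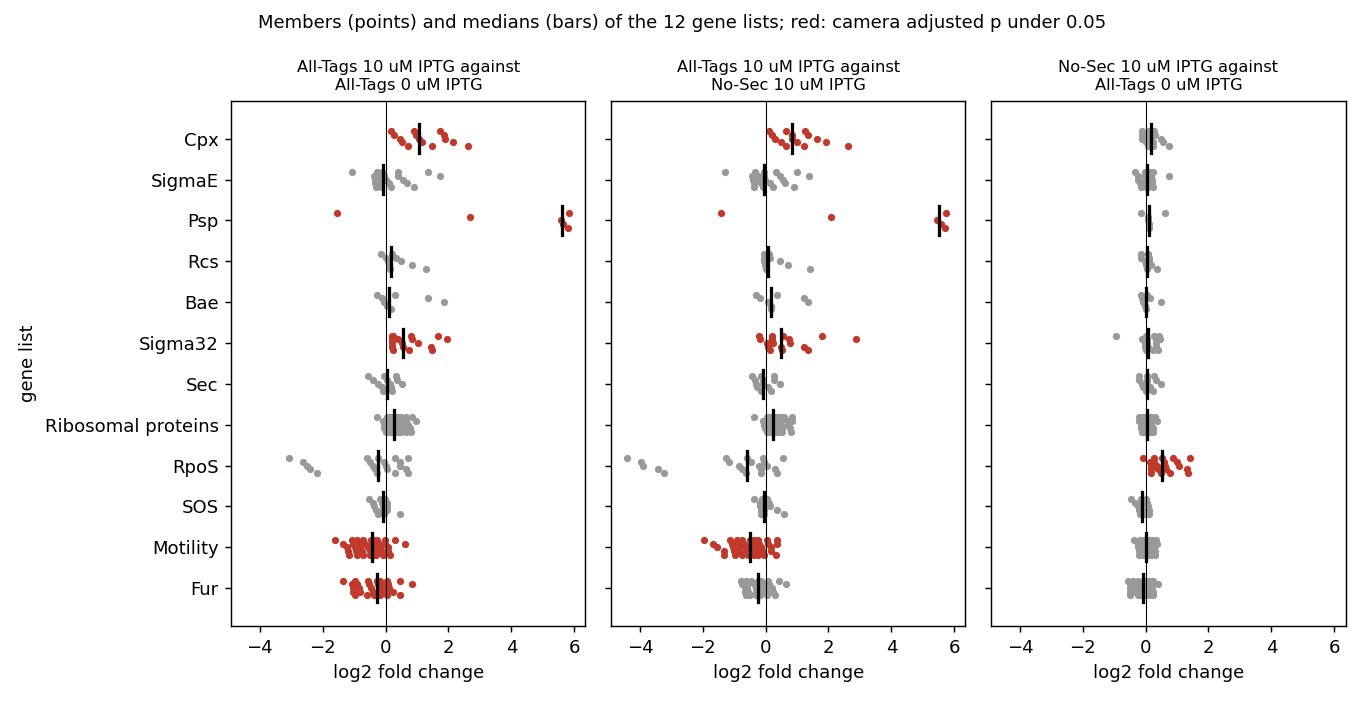
Log2 fold changes of the measured members (points) and medians (bars) of the 12 gene lists in the 3 comparisons, in red where the camera adjusted p was under 0.05. The Psp median was 5.62 against uninduced and 5.53 against No-Sec libraries.

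The lists not past the threshold in that comparison were SigmaE with a median of -0.09 (camera adjusted p 0.652), Rcs with 0.18 (0.460), Bae with 0.11 (0.164), Sec with 0.05 (0.975), Ribosomal proteins with 0.26 (0.0740), RpoS with -0.24 (0.625) and SOS with -0.08 (0.625). For SigmaE, 4 of 22 members were called higher and 1 lower, over all genes and adjusted over the list alone. For Bae, 2 members were called higher by both counts. For Ribosomal proteins 1, and for RpoS 2 members were called higher and for SOS 1 lower over all genes, and 0 adjusted over the list alone. The medians of SigmaE and Sec changed sign with 1 library: without secreting replicate 2 that of SigmaE was 0.06, and without uninduced replicate 3 that of Sec was -0.01. The Ribosomal proteins list passed the threshold without uninduced replicate 1 (0.55, camera adjusted p 0.000998) and without secreting replicate 2 (0.48, camera adjusted p 0.00176), within a range of 0.000998 to 0.978. Without uninduced replicate 1 the Rcs median was 0.36 and that of RpoS was -0.02.

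In secreting against No-Sec libraries, the Psp median was 5.53 (camera adjusted p 1.75e-17 in limma), with 5 members called higher and 1 lower by both counts. The Cpx median was 0.84 (camera adjusted p 2.26e-06), with 9 members called higher over all genes and 10 adjusted over the list alone, among them yebE at 1.92 and yccA (4525138 to 4525797, minus strand) at 1.63. With an estimated correlation the Cpx adjusted p was 0.0837, within a range of 2.11e-07 to 0.0837. The Sigma32 median was 0.50 (camera adjusted p 0.00532), with 4 members called higher over all genes and 5 adjusted over the list alone. Its members ibpB, ibpA and htpX were at 2.87, 1.78 and 1.22. Without No-Sec replicate 3 the Sigma32 median was 0.24 (camera adjusted p 0.0959, range over the alternatives 8.06e-06 to 0.685). The Motility median was -0.48 (camera adjusted p 0.0114), with 6 members called lower over all genes and 5 adjusted over the list alone. Its members cheW, cheZ and cheY (484868 to 485257, minus strand) were at -1.95, -1.54 and -1.69. Without secreting replicate 1 the Motility median was -0.42 (camera adjusted p 0.0901, range over the alternatives 0.00317 to 0.685). The RpoS median was -0.60 (camera adjusted p 0.0740), with 6 members called lower over all genes, and 9 lower and 1 higher adjusted over the list alone. The 6 were gadA, gadB, gadC, hdeA, hdeB and elaB (-1.15). All but elaB are genes named above that overlapped between groups and lost their calls without single libraries. The RpoS list passed the threshold without No-Sec replicate 3 (-0.83, camera adjusted p 0.00128) and without secreting replicate 2 (-0.72, camera adjusted p 0.0132), within a range of 0.00128 to 0.978. With all libraries kept it also passed under the replicate block (camera adjusted p 0.0404), the surrogate variable (0.0161) and names from runs of at least 2 features (0.0468), within the same range. The last of these settings gave up to 40 names in a shuffled table. Without No-Sec replicate 1 the RpoS median was -0.28.

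The remaining medians of that comparison were -0.05 for SigmaE (camera adjusted p 0.793), 0.06 for Rcs (0.625), 0.17 for Bae (0.231), -0.09 for Sec (0.846), 0.23 for Ribosomal proteins (0.164), -0.05 for SOS (0.898) and -0.24 for Fur (0.164). For SigmaE, 3 members were called higher and 1 lower over all genes, and 2 and 1 adjusted over the list alone. For Bae, 2 members were called higher by both counts. For Ribosomal proteins 1 member was called higher, and for Fur 1 was called higher and 3 lower over all genes, with 0 adjusted over the list alone. The Ribosomal proteins list passed the threshold without secreting replicate 2 (0.43, camera adjusted p 0.00513) and without No-Sec replicate 2 (0.47, camera adjusted p 0.00828), within a range of 0.00513 to 0.978. Medians of the opposite sign were 0.05 for SigmaE without secreting replicate 2, 0.04 for Sec without No-Sec replicate 2 and 0.06 for SOS without No-Sec replicate 3.

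In No-Sec against uninduced libraries, the RpoS median was 0.51 (camera adjusted p 0.000268 in limma), with 0 members called over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 172 genes among all those tested. Without No-Sec replicate 1 the RpoS median was 0.22 (camera adjusted p 0.102, range over the alternatives 3.60e-07 to 0.691), and without No-Sec replicate 3 it was 0.80. The other medians were 0.16 for Cpx (camera adjusted p 0.0740), 0.06 for SigmaE (0.664), 0.10 for Psp (0.545), 0.06 for Rcs (0.652), 0.01 for Bae (0.793), 0.08 for Sigma32 (0.652), 0.04 for Sec (0.652), 0.04 for Ribosomal proteins (0.652), -0.12 for SOS (0.201), 0.02 for Motility (0.898) and -0.09 for Fur (0.0626). Each had 0 members called. The number of lists past the threshold was 2 without uninduced replicate 1, uninduced replicate 3 or secreting replicate 3, and 3 without uninduced replicate 2, No-Sec replicate 1 or No-Sec replicate 2. Passing in these fits were Cpx (0.20 without No-Sec replicate 1), Psp (0.32 without uninduced replicate 2), Sigma32 (-0.19 without No-Sec replicate 2), Ribosomal proteins (0.19 without uninduced replicate 1, 0.17 without No-Sec replicate 1 and -0.17 without No-Sec replicate 2) and Fur (-0.18 without uninduced replicate 2, -0.11 without uninduced replicate 3, -0.09 without secreting replicate 3 and -0.10 without No-Sec replicate 1). The signs of SigmaE, Psp, Rcs, Bae, Sigma32, Sec, Ribosomal proteins, SOS and Motility changed in at least 1 fit without 1 library.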

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

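The alternatives were fixed before the data were examined, except the fit with a surrogate variable and the names from runs of at least 2 features, which were chosen after seeing the data. Where a value below changed with a setting, the cause was not tested unless it follows from how the setting is built. The tests of calls used edgeR or DESeq2 throughout.

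The number of genes called in secreting against uninduced libraries (1041) stayed within 1.5 times under both other scalings, both other filters, DESeq2 (1348), the fit of only the 2 groups (1336), removal of rRNA and tRNA features, library sizes without the 10 most abundant genes and the surrogate variable. It fell to 491 at an adjusted p under 0.01 and to 350 in the test against a fold change of 1.5, both of which are stricter by construction. The fits that each left out 1 library gave from 614 genes, without uninduced replicate 3, to 1415, without No-Sec replicate 3. DESeq2 called all 1041 genes that edgeR called. In secreting against No-Sec libraries (1308), the count was 852 in the fit of only the 2 groups, 552 at an adjusted p under 0.01 and 440 in the test against a fold change of 1.5. The fits without 1 library gave from 748 genes, without secreting replicate 3, to 1944, without No-Sec replicate 3. Between No-Sec and uninduced libraries (5 genes), DESeq2 called 15 and the fit of only the 2 groups 3. The fits without 1 library gave from 4 to 19 genes, the latter without No-Sec replicate 3, where 1145 genes had an unadjusted p under 0.05. Leaving out this library raised the count in all 3 comparisons, including the one that does not use it directly. Upper-quartile scaling moved the share of higher genes among the calls from 48.7% to 56.6% against uninduced and from 47.6% to 55.9% against No-Sec libraries.

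Camera with an estimated correlation left 2, 1 and 0 lists past the threshold in the same order, against 5, 4 and 1. With it the Cpx median of 0.84 against No-Sec libraries had an adjusted p of 0.0837, within 2.11e-07 to 0.0837 over the alternatives. For the third comparison, fry left 0 lists and a mean of at least 50 counts gave 2, and the fits without 1 library gave from 1 to 3. The Psp medians of both comparisons of the secreting libraries, and the Cpx median against uninduced libraries, kept their direction and their side of the threshold under each alternative.

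In the fits that each left out 1 library, medians of lists changed sign as follows. Against uninduced libraries, SigmaE ran from -0.17 to 0.0582 and Sec from -0.0122 to 0.13. Against No-Sec libraries, SigmaE ran from -0.14 to 0.0494, Sec from -0.23 to 0.0430 and SOS from -0.12 to 0.0559. For No-Sec against uninduced libraries, SigmaE ran from -0.00729 to 0.0908, Psp from -0.0676 to 0.32, Rcs from -0.0801 to 0.15, Bae from -0.0598 to 0.0703, Sigma32 from -0.19 to 0.27, Sec from -0.0480 to 0.19, Ribosomal proteins from -0.17 to 0.19, SOS from -0.29 to 0.0200 and Motility from -0.21 to 0.14. The sign of each of these medians depended on at least 1 single library.

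Calls of lists changed in these fits too. Against uninduced libraries, Ribosomal proteins passed the threshold without uninduced replicate 1 (0.55) or secreting replicate 2 (0.48), and Motility (-0.35) and Fur (-0.29) missed it without secreting replicate 1 and uninduced replicate 1. Against No-Sec libraries, Sigma32 (0.24) missed it without No-Sec replicate 3 and Motility (-0.42) without secreting replicate 1. There, Ribosomal proteins passed without secreting replicate 2 (0.43) or No-Sec replicate 2 (0.47), and RpoS without secreting replicate 2 (-0.72) or No-Sec replicate 3 (-0.83). For No-Sec against uninduced libraries, RpoS missed it without No-Sec replicate 1 (0.22). Cpx, which ran from 0.0344 to 0.20, passed without the same library, and Psp (0.32) without uninduced replicate 2. Sigma32 passed in 1 of these fits (-0.19), Ribosomal proteins in 3 (-0.17 to 0.19) and Fur in 4 (-0.18 to -0.0936).

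The correlation across genes between both comparisons of the secreting libraries ran from 0.832, without No-Sec replicate 3, to 0.926, and the genes called in both from 540 to 1094. The construct reading frame KBFCEHEJ_00002 ran from 0.68 to 1.95 against No-Sec libraries. The third comparison put it at 1.98 in DESeq2 as in edgeR, and past the threshold only in DESeq2 (adjusted p 0.0132, range over the alternatives 0.0132 to 0.999). Other fold changes that changed sign without 1 library lay near 0. Against No-Sec libraries, rpoE ran from -0.32 to 0.10, plasmid csgF from -0.25 to 0.38 and neo from -0.0460 to 0.56. Between No-Sec and uninduced libraries, rpoE ran from -0.42 to 0.00381, cpxP from -0.26 to 0.20, rseA from -0.14 to 0.0924, pspA from -0.0345 to 0.42, neo from -0.30 to 0.30 and KBFCEHEJ_00007 from -0.51 to 0.19.

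With all libraries kept, signs changed for values near 0. Upper-quartile scaling put plasmid lacI against uninduced libraries at 0.0279 and csgF against No-Sec libraries at 0.0778. A mean of at least 50 counts put csgF at 0.0208, cpxP in No-Sec against uninduced libraries at -0.00481 and the Bae median there at -0.00229. Removal of rRNA and tRNA features put csgF at 0.0129 and cpxP at -0.00413, and the surrogate variable put cpxP at -0.00462. DESeq2's size factors put rseA in No-Sec against uninduced libraries at 0.00693, and DESeq2 itself at 0.00643.

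The replicate numbers do not pair the libraries: of 9 same-numbered pairs, 3 had a correlation of deviations above 0.1, and values ran from -0.465 to 0.486. The fit with the replicate block called 864, 1144 and 5 genes, of which 839, 1107 and 4 were also called without it. Under the block, csgF against No-Sec libraries was at 0.0173, and in No-Sec against uninduced libraries cpxP was at -0.0131 and the Motility median at -0.00502. The calls of csgC against uninduced and of allD against No-Sec libraries were lost there, as was that of znuC in No-Sec against uninduced libraries (-1.20, adjusted p 0.151, range over the alternatives 2.10e-08 to 0.286), and the RpoS median against No-Sec libraries passed the threshold, as it did with the surrogate variable and with names from runs of at least 2 features.

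Of the 134 other results (single genes, lists outside Cpx, SigmaE and Psp, and partial counts), 82 kept direction and call in the fits without 1 library, 19 became weaker, 8 stronger, 19 changed sign and 7 counts moved, with 1 result counted in 2 of these kinds. Under fry, 3 of 27 other results became weaker and 2 stronger, and under an estimated correlation 6 became weaker. DESeq2 made 2 of 107 stronger, changed the sign of 1 and moved 3 counts, and the fit of only the 2 groups made 3 weaker and moved 3. The stricter threshold moved 6 of 9 partial counts and the test against a fold change of 1.5 moved 7. Plain library totals moved 1 of 6 levels. Upper-quartile scaling, a mean of at least 50 counts, the surrogate variable and names from runs of at least 2 features each made 1 other result stronger.

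Depth limits the comparison at the csgA position, where the No-Sec libraries held at most 2 counts. Folds over the floor of 3 counts are not confidence bounds for the libraries with 2 counts. With 3 libraries per group, permutation tests cannot go below p 0.1.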

Other observations

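Tests of the splits, of gene pairs in operons, of the PhoP and Zur lists and of the place of pspG were set before their results were seen, and all other tests in this part were chosen only after the result was seen. The PhoP and Zur lists were prompted by fold changes already seen, and the members seen were left out of the tests. Neighbours of the members seen were kept.

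For secreting against uninduced libraries, 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and each other split gave 0. The same held for secreting against No-Sec libraries, with 1 of 10. With 10 splits the share cannot go below 0.1, so these counts cannot be told apart from a 1 in 10 event by splits alone. For No-Sec against uninduced libraries, 2 of the 10 splits gave as many genes: the real one with 5, and the split of uninduced replicate 1 and No-Sec replicates 1 and 2 against the others, with 438. A swap of labels was argued against, since lacZ in the lowest No-Sec library was 6.77-fold that in the highest uninduced library. Depth was argued against as well, since the totals of both sides of the regrouping overlapped and their means stood at a ratio of 0.980. What stays open is a difference between cultures that the labels do not record, which was not tested.

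The construct reading frame differed 5.98-fold between No-Sec libraries. A culture without inducer is argued against by the same 6.77-fold gap in lacZ. A culture with the secretion plasmid is argued against by the csgA position, where No-Sec libraries had at most 2 counts. Plasmid copy number is argued against as the whole cause, since the other 6 construct features differed by a median of 1.40-fold (from 0.494 to 2.42) between the No-Sec libraries with the highest and the lowest reading frame level. Differences in transcription or stability of the reading frame's RNA stay open and were not tested.

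The codA gene rose with the lac genes, which end on the other strand 120.0 bases away. Its own operon is argued against: codA per codB was 5.28 ± 0.274 (SD, n = 3) in uninduced, 11.5 ± 1.17 (SD, n = 3) in secreting and 28.1 ± 3.97 (SD, n = 3) in No-Sec libraries, and the lowest No-Sec library was 4.24-fold the highest uninduced one. A candidate explanation is reads that run on from the lac genes and are counted without strand. A line through the uninduced and No-Sec means over lacA put codA in secreting libraries at 128 CPM, against 163 observed. That is 2.90 SD away by the spread of codA and 1.39 SD with the spread of lacA included. In No-Sec libraries lacA was at 3360 ± 911 CPM and codA at 454 ± 34.1 CPM (SD, n = 3). This smaller relative spread of codA goes against a fixed share of run-on reads. On the other side, codA per codB was lowest in No-Sec replicate 3 (23.5), which also had the lowest No-Sec level of lacA (2326 CPM). Run-on reads and another source therefore cannot be told apart for codA, and the unstated use of strand keeps the question open.

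At the csgA position, reads appeared in All-Tags libraries although the host lacks the gene. Cells with the whole chromosomal csg locus are argued against, since csgB had 0 counts in each library. For a part of the locus without csgB the values go both ways. The next gene csgC had 10 to 45 counts in each library and was higher in secreting than in uninduced libraries (1.48, edgeR adjusted p 0.0373, range over the alternatives 0.00948 to 0.116), but it also had 11 to 25 counts in No-Sec libraries, where the csgA position had 0 to 2. With so few counts, reads from a part of the locus cannot be told apart from reads of the plasmid. Reads of the construct transcript may be the source: per 1000000 reading frame counts there were 27.0 ± 14.6 (SD, n = 3) in uninduced and 53.4 ± 13.2 (SD, n = 3) in secreting libraries, a ratio of 1.98 with overlapping values (12.5 to 41.7 and 39.9 to 66.4). No-Sec libraries had 0.832 ± 1.14 (SD, n = 3). A part of csgA carried by pSecGFP1h and lacking in pSecGFP-N22 would give this, as a hypothesis; the plasmid sequences were not used here.

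The ratio of lacZ to lacY was 3.67 ± 0.111 (SD, n = 3) in uninduced, 9.75 ± 1.20 (SD, n = 3) in secreting and 3.53 ± 0.106 (SD, n = 3) in No-Sec libraries. The exact two-sided permutation p was 0.1 for secreting against each other group, the smallest possible. Construct reads counted on lacZ are argued against. The level of lacZ was taken as a multiple of lacY plus a share of the reading frame. The means of uninduced and No-Sec libraries set both terms, with a share of 0.520%. Together the terms put lacZ at 5550 CPM in secreting libraries, 11.3 SD under the observed 13046. This holds if the same multiple and share apply in secreting libraries. A general loss of downstream genes in operons was too small to account for it. Over 1813 pairs of close genes on 1 strand, the downstream gene differed from the upstream gene by a median of -0.10 on the log2 scale in secreting against No-Sec libraries, where lacY differed from lacZ by -1.45, as low as in 1.05% of the pairs. The next gene lacA did not fall further: lacA per lacY was 0.487 ± 0.0346 (SD, n = 3) in uninduced, 0.635 ± 0.0830 (SD, n = 3) in secreting and 0.503 ± 0.0444 (SD, n = 3) in No-Sec libraries, with an exact two-sided permutation p of 0.1 for secreting against each other group. The downstream gene was lower in 60.0% of these pairs, and in 60.1% against uninduced libraries, where the median was -0.10. In No-Sec against uninduced libraries it was lower in 49.5%, with a median of 0.00, and in the 9 other splits of the secreting and No-Sec libraries the median was at most 0.05 in size. The source of the small shift over many pairs was not tested, and the excess of lacZ over lacY stays unexplained.

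The genes mgrB (3.95), mgtA (3.15), mgtS (3.99), rstA (4.29) and ybjG (3.11) were among the larger rises on the log2 scale in secreting against uninduced libraries, and are known members of the PhoP regulon. Of 10 further PhoP members written down before their values were looked at, 9 were measured. Their median was 1.54 against uninduced libraries and 1.22 against No-Sec libraries, above all 10000 random lists matched on expression in both, with 8 of 9 called higher (edgeR) and treR not. Camera adjusted p over the 6 tests was 1.33e-08 and 3.62e-07. By identifier, rstB (2.98 against uninduced libraries) lies next to rstA, which had been seen, and phoP lies next to phoQ. The members are therefore not independent of each other or of the genes seen. The random lists drew genes singly and do not allow for neighbours that move together. In No-Sec against uninduced libraries the median was 0.07, at percentile 67.1 (camera adjusted p 0.314). A rise of PhoP-regulated genes with secretion is consistent with these values, as a hypothesis found and tested on the same libraries. A difference between the plasmids is argued against for these members, since secreting and uninduced libraries share the plasmid and the median there was 1.54. Where the plasmids differed without secretion, in No-Sec against uninduced libraries, the median was 0.07 and 0 members were called. The genes seen first were above 0 there, with mgtA at 1.45 (edgeR adjusted p 0.390), mgtS at 0.78, rstA at 0.41, ybjG at 0.38 and mgrB at 0.13. Of these, 0 were called. For the genes seen first, a part of the rise that needs no secretion therefore stays open. Effects of inducing pSecGFP1h other than secretion, and a difference in growth between cultures, were not tested.

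In No-Sec against uninduced libraries znuC was called lower (-1.20) and zinT was at -1.54 without being called (edgeR adjusted p 0.169), which raised the question of Zur, the zinc regulator. Of 5 further members, 4 were measured, with a median of -0.40, at percentile 1.2 of 10000 random lists (camera adjusted p 0.00805), and 0 were called. By identifier, znuA and znuB lie on either side of znuC, and ykgM lies next to ykgO. These members are therefore not independent, and the random lists drew genes singly. In secreting against uninduced libraries, where a fall with the inducer would be predicted too, the median was 1.39 (percentile 99.86, camera adjusted p 0.0124), which argues against 1 common direction. In secreting against No-Sec libraries it was 1.81 (percentile 99.97, camera adjusted p 0.00133), with 3 of the 4 called higher and znuB at -0.15. Against uninduced libraries znuA (1.26), ykgM (1.90) and ykgO (1.53) were higher while znuB (-0.65), znuC (-1.93) and zinT (-1.45) were lower, so members of the list moved apart and Zur alone may not explain them.

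The unnamed CIW80_RS15225 rose with the psp operon (5.42 against uninduced, 5.91 against No-Sec libraries, -0.49 in No-Sec against uninduced libraries). It may hold the place of pspG: its length of 243 bases equals that of pspG in the K-12 table, and the gap to the feature before it is 133 bases in both. The feature after it has the length of qorA (984 bases), at a gap of 164 against 165 bases. The feature before it has 996 bases where dusA has 1038, and the K-12 table lists pspH in between, so the match of neighbours is not complete. The unnamed CIW80_RS06890, with the largest share of chromosomal counts, may hold the place of ssrA: its length of 363 bases and the gap of 214 bases after a feature with the length of smpB (483 bases) are those of the K-12 table. The features after it differ between the strains. Neither name was used elsewhere.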
